# Psip1/p52 regulates posterior Hoxa genes through activation of lncRNA *Hottip*

**DOI:** 10.1371/journal.pgen.1006677

**Published:** 2017-04-06

**Authors:** Madapura M. Pradeepa, Fionnuala McKenna, Gillian C. A. Taylor, Hemant Bengani, Graeme R. Grimes, Andrew J. Wood, Shipra Bhatia, Wendy A. Bickmore

## Abstract

Long noncoding RNAs (lncRNAs) have been implicated in various biological functions including the regulation of gene expression, however, the functionality of lncRNAs is not clearly understood and conflicting conclusions have often been reached when comparing different methods to investigate them. Moreover, little is known about the upstream regulation of lncRNAs. Here we show that the short isoform (p52) of a transcriptional co-activator—PC4 and SF2 interacting protein (Psip1), which is known to be involved in linking transcription to RNA processing, specifically regulates the expression of the lncRNA *Hottip–*located at the 5’ end of the Hoxa locus. Using both knockdown and knockout approaches we show that *Hottip* expression is required for activation of the 5’ Hoxa genes (*Hoxa13* and *Hoxa10/11*) and for retaining Mll1 at the 5’ end of Hoxa. Moreover, we demonstrate that artificially inducing *Hottip* expression is sufficient to activate the 5’ Hoxa genes and that *Hottip* RNA binds to the 5’ end of Hoxa. By engineering premature transcription termination, we show that it is the *Hottip* lncRNA molecule itself, not just *Hottip* transcription that is required to maintains active expression of posterior Hox genes. Our data show a direct role for a lncRNA molecule in regulating the expression of developmentally-regulated mRNA genes *in cis*.

## Author summary

Long noncoding RNAs (lncRNAs) have been implicated in various biological functions including regulation of gene expression. However, the mechanism through which they regulate gene expression is not clearly understood. Here we show that a transcriptional co activator—Psip1 specifically regulates the expression of the lncRNA *Hottip*. Moreover, using multiple approaches, including lncRNA depletion, genetic manipulation of Hottip locus, transcriptional activation and premature termination of lncRNA transcript along with RNA localization, we demonstrate that *Hottip* lncRNA regulates expression of neighbouring *Hoxa* genes.

## Introduction

The mammalian genome encodes ~10,000 long noncoding RNAs (lncRNAs)[1]. Although very few of these molecules have been functionally characterised, a small number have been shown to function by binding to various protein complexes to regulate gene expression[2–6]. Some lncRNAs have been reported to affect gene expression *in trans*[7,8], whereas others, such as Kcnq1ot1, Xact, Xist and Tsix, function *in cis* (reviewed in[9]). Other lncRNAs likely function in the cytoplasm through binding to other regulatory RNAs, e.g. miRNAs[10].

It has also been difficult to distinguish whether lncRNA function is conferred by the process of transcription or by the RNA molecule itself. Concerns have been raised with respect to limitations and discrepancies in various methodologies used to study lncRNA function[11–13]. Contrasting conclusions have often been reached when comparing knockdown and knockout studies of lncRNA loci—e.g. *HOTAIR*, *MALAT1* and *Halr* [14–17].

With the exception of relatively well characterized lncRNAs like Xist[18], H19[19,20] and Kcnq1ot1[21,22], many recently described lncRNAs lack genetic evidence to support their function *in vivo*. Indeed, recent efforts to phenotype mouse knockouts for 18 lncRNA genes identified only 5 with strong phenotypes[23]. With the list of lncRNA loci with unknown function increasing, there is a pressing need to rigorously dissect the functional mechanisms of individual lncRNA loci. Additionally, most research has focused on the downstream functions of lncRNAs and, with the exception of lncRNAs involved in imprinting and dosage compensation, little is known about the transcriptional regulation of lncRNAs themselves. Compared to lncRNA sequences, the promoters of lncRNA genes are conserved, and are enriched for homeobox domain containing transcription factor binding sites[24], which suggests lncRNA expression is a regulated process.

Mammalian *Hox* loci are important model systems for the investigation of lncRNA functions. Expression of many noncoding RNAs within *Hox* clusters is tissue specific[25–29], and have been linked to the regulation of *Hox* mRNA genes [7,14,30,31]. At the *Hoxa* cluster, the *lncHoxa1/Halr—*also known as *Haunt* is located ~ 50 kb away from 3' end of *HOXA* (Fig 1A) and has been shown to repress *HOXA1* expression *in cis*[32]. Importantly, a recent study demonstrated that *Haunt* lncRNA plays a distinct role as a repressor while its DNA sequence functions as an enhancer for *HOXA* genes[15]. *HOTAIRM*, located between *HOXA1* and *HOXA2*, is expressed antisense to coding *HOXA* genes, and is implicated in retinoic acid induced activation of *HOXA1* and *HOXA4* during myeloid differentiation[33]. *HOTTIP* lncRNA is transcribed in an antisense direction from the 5' end of *HOXA13* (Fig 1A*)*, and is reported to be important for targeting MLL through interaction with WDR5 to maintain posterior (5') HOXA expression in distal tissues[3].

**Fig 1:**
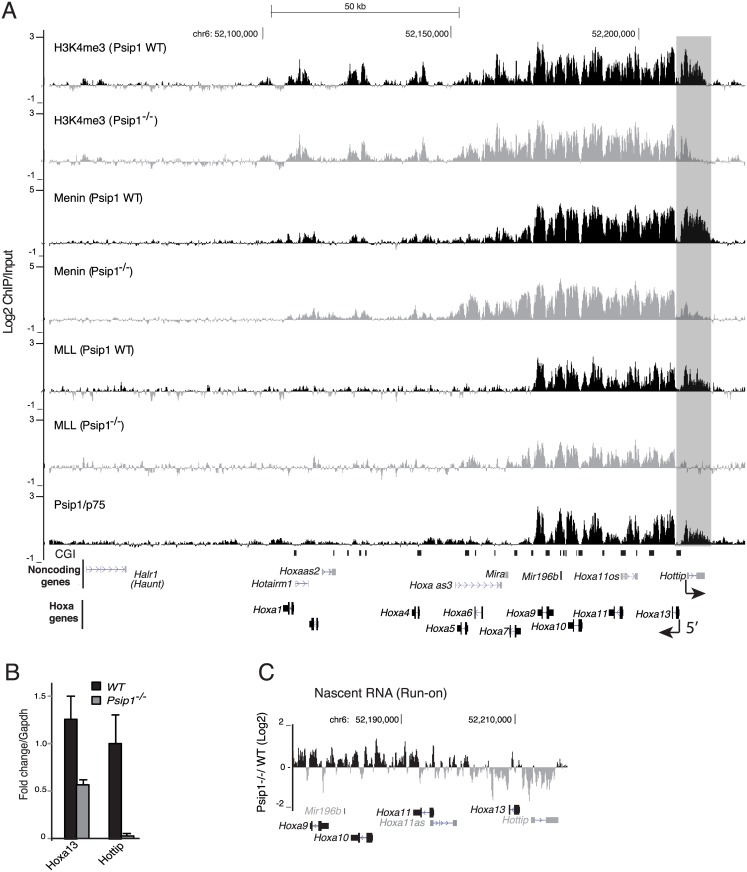
Reduced *Hottip* expression and Mll occupancy in *Psip1*^*–/–*^. (A) Mean Log2 ChIP/input for Psip1/p75, Mll1, Menin and H3K4me3 in WT and *Psip1*^*–/–*^MEFs over *Hoxa* clusters from custom tiling arrays[35]. Annotated noncoding transcripts (grey, top) and Hox gene transcripts (black) are shown below. (n = 2 biological replicates). Genome co-ordinates are from the mm9 assembly of the mouse genome. Direction of transcription for *Hoxa13* and *Hottip* genes are indicated with arrow below. (B) Mean (± s.e.m) expression, assayed by RT-qPCR and normalized to *Gapdh*, of *Hoxa13* and *Hottip* in *WT* and *Psip1*^*–/–*^MEFs, (n = 3 biological replicates). (C) Nimblegen tiling microarray data showing log2 ratio of *Psip1*^*–/–*^/ *WT* run-on transcribed RNA (nascent RNA) over posterior Hoxa genes n = 2 technical replicates.

PC4 and SF2 interacting protein (Psip1), also known as LEDGF, has been suggested to play an important role in regulation of Hox genes[34]. We have recently demonstrated the role of the p75 isoform of Psip1 (Psip1/p75) in recruiting an Mll complex to expressed Hox genes[35]. The alternatively spliced short isoform of Psip1 (Psip1/p52) lacks the C-terminal Mll or integrase binding domain (IBD), but shares the chromatin binding PWWP and AT hook like domains at the N-terminus. Psip1/p52 binds to H3K36 trimethylated (H3K36me3) nucleosomes via the PWWP domain and can modulate alternative splicing by recruiting splicing factors to H3K36me3[36].

Here, we show that Psip1/p52, but not Psip1/p75 regulates the expression of the lncRNA *Hottip*, which is located at the 5’ end of the Hoxa locus and transcribed in an antisense direction away from *Hoxa13*. We show that the *Hottip* RNA binds to, and is required for, activation of genes at the 5’ end of Hoxa establishing a firm role for a lncRNA molecule in the regulation of gene expression *in cis*. This also adds a new role for Psip1/p52 in RNA-based processes.

## Results

### Psip1 is required for expression of lncRNA *Hottip*

In mammals, the active state of Hox genes is maintained by Compass-like complexes containing the MLL (Mix lineage leukemia) histone H3K4 methyltransferases. Hox repression is maintained by Polycomb (PcG) complexes[37]. We recently demonstrated that the transcriptional co-activator Psip1/p75 and Mll co-occupy expressed Hox genes, and that loss of Psip1 leads to reduced Mll1 (and Mll2) occupancy at active Hox genes[35]. Most strikingly, at the extreme 5' end of Hoxa, where the *Hottip* lncRNA is located[3], Mll binding is completely lost in *Psip*^*–/–*^MEFs compared to wild type (WT) (Fig 1A). Reduced Mll1 is accompanied by concurrent loss of H3K4me3 and Menin—a common component of Mll1 and Mll2 Compass-like complexes[38]. We noted that absence of Psip1 results in complete loss of expression of the lncRNA *Hottip* and reduced expression of *Hoxa13*, which is located adjacent to *Hottip* at the 5’ end of Hoxa and which has previously been described as one of the target genes of *Hottip* (Fig 1B)[3]. In contrast, other *Hottip* target genes–*Hoxa9*, *a10*, and *a11*[3] are up-regulated in *Psip1*^*–/–*^MEFs despite the loss of *Hottip* expression (Fig 1C)[35]. Nascent run-on transcription analysis shows that these effects occur at the level of transcription (Fig 1C). Together with the binding of Psip1 to the expressed 5’ part of Hoxa (Fig 1A), these results suggest that Psip1 might function as a transcriptional coactivator to regulate expression of the *Hottip* lncRNA.

### Depletion of Psip1/p52 and *Hottip* leads to reduced expression of 5’ Hoxa genes

Stable rescue of *Psip*^*–/–*^MEFs with the p52 isoform of Psip1 led to an increase in expression of posterior Hoxa genes (Fig 2A) suggesting a role for the short Psip1 isoform in this regulation. To confirm this finding in a different cell type we analysed Psip1-mediated Hoxa expression in a limb bud mesenchymal cell line (14fp) which retains the distal limb-specific expression pattern of posterior or 5' Hox genes[39]. Psip1 is expressed at high levels in the distal limb buds of mouse embryos, where *Hottip* and 5’ Hoxa genes are also highly expressed (S1A Fig)[3]. Moreover, Hoxa13 expression is required for patterning of the distal limb [40].

**Fig 2:**
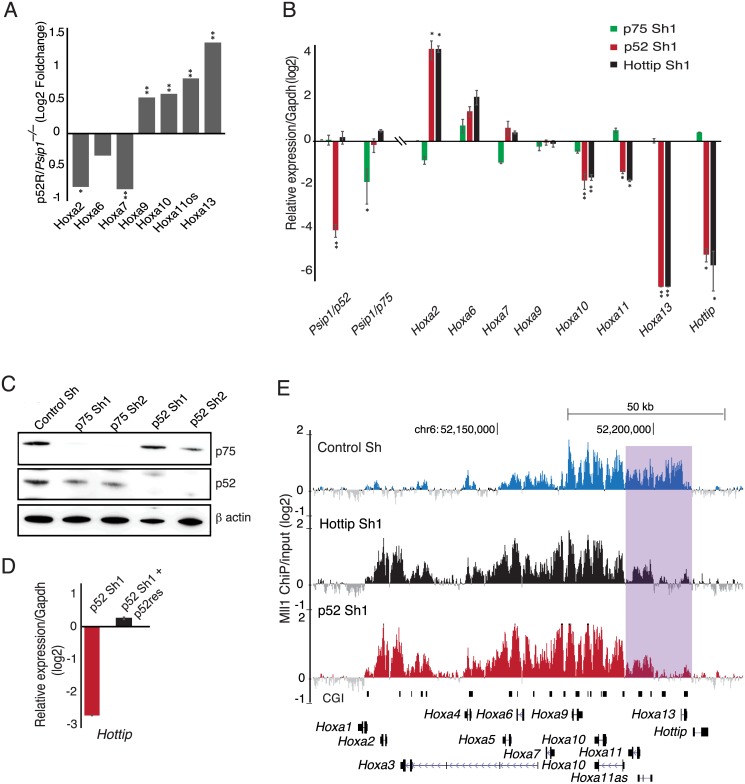
Psip1/p52 and *Hottip* are important for expression of 5’ Hoxa genes. (A) Agilent expression microarray data showing Log2 fold change in expression of Hoxa genes in *Psip1*^*–/–*^MEFs upon rescue with *Psip1/p52* (p52 rescue / *Psip1*^*–/–*^MEFs) (n = 4 biological replicates) * p < 0.05, ** p <0.01. (B) Log2 mean (± s.e.m) relative expression, assayed by RT-qPCR and normalized to *Gapdh*, of Hoxa genes, along with *Psip1/p52*, *Psip1/p75*, and total *Hottip* (exon 2) transcript, in limb cells transduced with shRNAs targeting p52 (red bars, p52 sh1) p75 (green bars, p75 sh1) and *Hottip* (black bars, *Hottip* sh1) relative to cells transduced with a mammalian non-targeting sh RNA (control) (n = 3 biological replicates). * p < 0.05, ** p <0.01. (C) Immunoblotting of limb cells after shRNA knockdown of p52 and p75 Psip1 isoforms with Psip1 antibody (A300-847a) which recognizes both p52 and p75[36]. β-actin served as loading control. Two different sets of shRNAs (sh1 in (a) and sh2 in S1 Fig) were used for knockdown along with a mammalian non-targeting shRNA as control (control_sh). Knockdown of *p52*, *p75* and *Hottip* using independent lentiviral shRNAs (sh2) confirms that mis-regulation of Hox genes is not due to off-target effect of shRNAs (S1B Fig). (D) Mean log2 expression of *Hottip*, in limb cells transduced with sh RNAs targeting p52 (red bars, p52 sh1) and those cells rescued transiently with shRNA resistant p52 cDNA (green bars, p52 sh1 p52res). Fold change in expression was normalized to *Gapdh*, relative to mammalian non-targeting shRNA (control) (n = 3 biological replicates). (E) Mean Log2 ChIP/input across Hoxa cluster for Mll1 from limb cells transduced with control shRNA (Control_Sh), shRNA targeting p52 (p52 sh1) and *Hottip* (*Hottip* sh1) as described in (B) & (C). Genome co-ordinates are from the mm9 assembly of the mouse genome.

To identify which isoform of Psip1 regulates *Hottip* in the limb bud cell line we knocked down *Hottip* and also the two separate isoforms of Psip1 using two independent sets of lentiviral shRNAs each specifically targeting the 3' UTR of Psip1/p52, the C-terminus of Psip1/p75 and *Hottip* RNA. Knockdown efficiency was confirmed by RT-qPCR analysis (Fig 2B and S1B Fig) and by immunoblotting for Psip1 isoforms (Fig 2C). Knockdown of Psip1/p75 had no significant affect on *Hottip* or *Hoxa* genes in these cells. However, specific knockdown of Psip1/p52 led to down- regulation of 5’ *Hoxa* genes—*Hoxa13*, *a11* and *a10*, with *Hoxa13* expression being the most strongly abrogated (Fig 2B). Knockdown of p52 also strongly downregulated *Hottip* expression (Fig 2B and 2D) and this was rescued by expression of a shRNA-resistant p52 cDNA (Fig 2D). Knockdown of *Hottip* had an almost identical affect on 5’ Hoxa expression as p52 knockdown (Fig 2B) and is consistent with the reported effects of *HOTTIP* knockdown in human foreskin fibroblasts[3]. These data suggest that it is the p52 isoform of Psip1, not p75, that specifically activates *Hottip* lncRNA transcription. Moreover, these data support an earlier report that the *Hottip* lncRNA is involved in maintaining the active chromatin domain at 5’ Hoxa genes[3].

We found a significant reduction in total *Hottip* RNA levels in the p52 knockdown cells (Fig 2B), which shows that reduced *Hottip* RNA levels are not simply due to the known effect of Psip1/p52 on RNA splicing[36].

### Mll1 occupancy over Hoxa cluster is altered upon *p52* & *Hottip* knockdown

It has been suggested that *Hottip* has a role in maintaining an MLL complex through interaction with the WDR5 component[3]. Consistent with this, ChIP showed that Mll1 occupancy was significantly reduced across posterior Hoxa genes in limb bud cells upon knockdown of *p52* or *Hottip* compared to control knockdown (Fig 2E), Intriguingly, whilst Mll1 was completely lost from *Hoxa13* upon depletion of p52 and *Hottip* (Fig 2E), it was gained at 3' Hoxa genes (*Hoxa1* –*a6*), concomitant with the increase in expression of these 3' Hoxa genes upon p52 or *Hottip* depletion (Fig 2B). This redistribution of Mll is consistent with the redistribution of H3K4me3 and Menin across Hoxa and *Hottip* loci in *Psip1*^*–/–*^MEFs (Fig 1A), although the causal mechanism is not known.

### Deletion of *Hottip* leads to reduced expression of posterior Hoxa *genes*

Most lncRNA depletion studies are done by si/sh RNA mediated knockdown, but the conclusions reached have often been different from those after genetic deletion of the loci encoding the lncRNAs[14–16]. We therefore used two pairs of guide RNAs with Cas9 nickase (Cas9n) to delete the gene body of *Hottip* (*HottipΔ*) in limb mesenchymal cells, leaving the *Hottip* promoter intact (Fig 3A). qRT-PCR of Hoxa genes showed a significant reduction in expression of *Hoxa13*, *a11* and *a10* in homozygous *HottipΔ* cells (Fig 3B). Consistent with *Psip1* and *Hottip* knock down studies (Fig 2B), expression of 3' Hoxa genes, such *Hoxa2*, *a6 and a7* increased in *HottipΔ* compared to WT cells. It is possible that effects on 3’ Hoxa genes are due to cross-regulation of Hox genes by Hox transcription factors [41].

**Fig 3:**
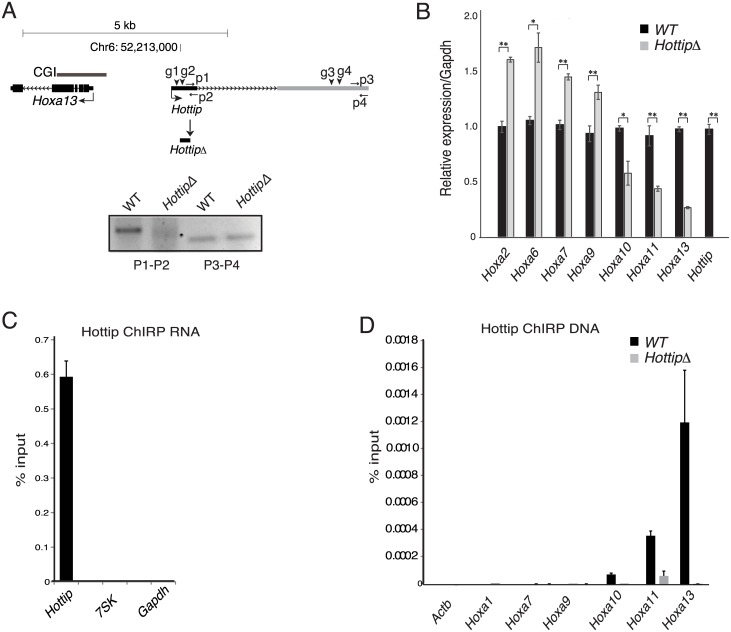
*Hottip* localizes to 5′ Hoxa genes and deletion of *Hottip* reduces *5*′ Hoxa expression. (A) Schematics showing the mouse *Hoxa13* and *Hottip* loci. The CpG Island (CGI) at the *Hoxa13* promoter is shown in a grey bar. Genome co-ordinates are from the mm9 assembly of the mouse genome. Guide RNA binding sites for deletion of *Hottip* are shown as arrow heads, primers used for genotyping are shown in arrows (p1 to p4). The deletion product of *Hottip* (*HottipΔ*) is shown below. Agarose gel image showing genotyping PCR, first two lanes are amplicons of primers (p1 and p2) within the deleted *Hottip* region, second two lanes are for amplicons from primers (p3 and p4) 3’ of deleted region. (B) Mean (± s.e.m) expression, assayed by RT-qPCR and normalized to *Gapdh*, of Hoxa genes and *Hottip*, in wild-type (black bars, WT), and *Hottip* knock out (gray bars, *HottipΔ*) limb mesenchymal cells, (n = 3 biological replicates). * p < 0.05, ** p <0.01. (C) RT-qPCR showing mean (± s.e.m) ± percentage (%) enrichment over input for *Hottip*, *7SK* and *Gapdh* RNAs from *Hottip* ChIRP pulldown from two experiments. (D) qPCR showing mean (± s.e.m) percentage (%) enrichment over input of ChIRPed DNA at promoters of *Actb*, *Hoxa1*, *Hoxa7*, *Hoxa9*, *Hoxa10*, *Hoxa11*, and *Hoxa13* from Hottip ChIRP experiments in wild type (black bars, WT) and *Hottip* knock out limb mesenchymal cells (grey bars, *HottipΔ*).

### *Hottip* RNA is localized at posterior Hoxa genes

To find the direct genomic targets of *Hottip* lncRNA in limb cells, we performed chromatin isolation by RNA purification (ChIRP)[42] using 11 biotinylated antisense oligo pools covering the entire length of *Hottip*. qRT-PCR analysis of ChIRPed RNA showed specific enrichment for *Hottip* RNA (Fig 3C). qPCR analysis of *Hottip* ChIRPed DNA showed specific enrichment of *Hottip* RNA over the promoters of *Hoxa13*, and *a11* in WT cells. Analysis in *HottipΔ* cells confirmed the specificity of the *Hottip* ChIRP (Fig 3D). *Hottip* RNA was undetectable across more 3' Hoxa genes (*a9*, *a7*, *a1*), demonstrating that misregulation of 3' Hoxa genes in the absence of *Hottip* (Figs 2B and 3B) is a secondary event, which does not involve direct binding of *Hottip*.

### Induction of *Hottip* lncRNA is sufficient to activate posterior Hoxa genes

It is possible that reduced expression of posterior Hox genes in *HottipΔ* cells is due to loss of *cis* -regulatory elements located within the deleted region, rather than loss of the *Hottip* RNA *per se*. *Hottip* is known to function at the site of its synthesis (*in cis*) and it fails to activate target genes when expressed ectopically from a retroviral construct [3]. Therefore, we synthetically activated endogenous *Hottip* in ES cells where *Hottip* and Hox gene clusters are repressed by polycomb complexes, to study the effect of lncRNA activation *in cis* or *trans*. 

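For the expression arrays of this experiment, mouse ES cells grown with Lif, a cytokine that keeps them undifferentiated, were co-transfected with a pool of 5 guide RNA (gRNA) plasmids against the *Hottip* promoter or a pool of 5 against the *Hoxa13* promoter (S5 Table) and a plasmid encoding dCas9-VP160, a Cas9 without nuclease activity fused to repeats of the Vp16 activation domain. Transfected cells were selected with 2 μg/ml puromycin for 24 hrs and RNA was extracted 48 hrs after transfection. Cy3-labelled RNA was hybridised to one-colour Agilent mouse arrays: 4 arrays for *Hottip* gRNAs, 3 for *Hoxa13* gRNAs and 3 for the control, each from a separate biological replicate. The results describe the control as dCas9 without VP160, the methods as non-targeting guide RNAs and dCas9 alone, and the sample labels name control guide RNAs, so the control may lack VP160 as well as the targeting guides. Each array carried 62976 spots, of which 59305 were not control spots and represented 55681 probes. The authors deposited the Feature Extraction output of each array, in which the processed signal is a background-subtracted intensity that was also corrected for a trend across the array on 8 of the 10 arrays, but not on *Hottip* gRNA replicates 3 and 4. The 75th percentile of this intensity ranged from 948 to 2572 (median 1235) for *Hottip* gRNAs, from 586 to 1086 (median 849) for *Hoxa13* gRNAs and from 1096 to 2380 (median 1880) for the control. Between 31.9% and 41.4% of the probes were well above background on an array. From there, control spots and spots marked as outliers (0.312% to 7.28% of spots per array) were left out, the log2 of the processed signal was taken relative to each array's 75th percentile, and spots of the same probe were averaged. All levels are on this scale. The 3 groups were fitted together with limma, and p-values were adjusted by the Benjamini-Hochberg method over the 22839 probes well above background on at least 3 of the 10 arrays, of which 22830 could be tested against the control. A probe not well above background on any array of a group has only an upper limit there, so such differences are also given as a bound. It sets the mean of the brighter group against a limit on each array of the dimmer group. This limit is the higher of the probe's own signal and the lowest signal among probes well above background. That lowest signal is lenient. On the control arrays it was −3.99 to −3.08, whereas *Kirrel3*, not well above background there, read −2.00 to −1.23. A fold given as at least is therefore a lower limit under this rule, not a strict one. *Hottip* gRNA and control arrays were all on 1 slide, whereas *Hoxa13* gRNA replicates 1 and 2 were on another. The number of arrays limits the precision: an exact permutation test of 4 arrays against 3 cannot give a p-value below 0.0286, and one of 3 against 3 cannot give one below 0.1. Relative to the control, 164 probes were called at an adjusted p-value under 0.05 after *Hottip* gRNAs (97 higher, 67 lower) and 40 after *Hoxa13* gRNAs (14 higher, 26 lower). These counts depended on single arrays and on the processing: without control replicate 2, 41 and 0 probes were called, and of the 67 lower and 14 higher probes, 31 and 5 lay within 5 spots of another one called in the same direction, where random placement gave a mean of 5.44 and 0.226.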

We have previously shown that targeted recruitment of an ectopic activator (Vp16) to silent loci in murine ES cells (mESCs) can overcome this repression[43]. Unlike human *HOTTIP* which is transcribed bi-directionally from the *HOXA13* CpG island promoter (Fig 4A)[3], the mouse *Hottip* promoter is ~2 kb away from the TSS of *Hoxa13* which allowed us to recruit dcas9-Vp160 (Vp16 x10)[44–47] specifically to the promoters of either *Hottip* or *Hoxa13* (Fig 4A). CRISPR dCas9 mediated transcriptional activation has been shown to be ineffective when guides are targeted >1kb from TSS[44] suggesting that we should be able to direct activation specifically to *Hottip* or *Hoxa13* using this approach.

**Fig 4:**
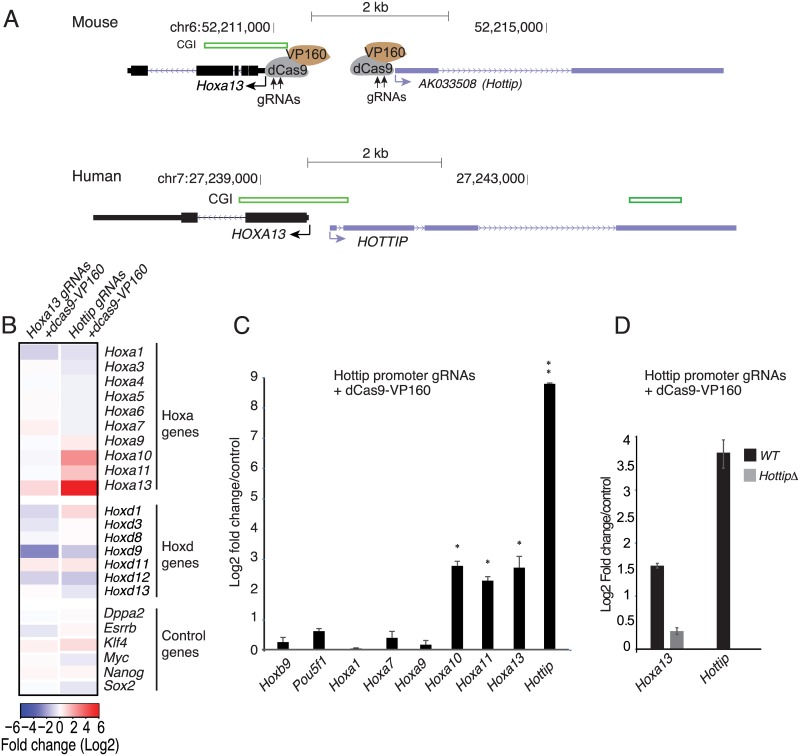
Artificial induction of *Hottip* is sufficient to activate 5’ Hoxa genes. (A) Schematics showing UCSC genomic coordinates of *Hottip*, *Hoxa13*, CpG Islands (CGI) in the mouse (top, mm9) and human (bottom, hg19) genomes. Schematics of guide RNA mediated recruitment of dCas9-VP160 to the *Hottip or Hoxa13* promoters is also shown. Direction of transcription is indicated as arrow marks. (B) Heat map showing the log2 mean fold change in expression of Hoxa, Hoxd and pluripotency associated genes (control genes) from expression microarray experiment, upon co-transfection of guide RNAs recognizing the *Hottip* promoter (*Hottip* gRNAs + dcas9-VP160). dCas9-VP160 was also co transfected with guide-RNAs recognizing *Hoxa13* promoter (*Hoxa13* gRNAs + dcas9-VP160) (n = 3 or 4 biological replicates). (C) Similar to (B) RT-qPCR data showing mean (± s.e.m) log2 fold change in expression of *Hottip*, *Hoxa13*, *a11*, *a10*, *a9*, *a7*, *a1*, *Pou5f1* and *Hoxb9* upon guide RNA mediated recruitment of dCas9-VP160 to the *Hottip* promoter (A) in mouse ES cells. Data were normalized to those from a dcas9 control (n = 3 biological replicates). (D) Similar to (C) mean log2 fold change in *Hottip and Hoxa13* expression in wild type ES cells co-transfected with guide-RNAs recognizing the *Hottip* promoter and dCas9-VP160 (Black bars, WT). *Hoxa13* expression in *Hottip* knock out limb mesenchymal cells is also shown (grey bar, *HottipΔ*). * p < 0.05, ** p <0.01 throughout.

Agilent expression microarray and RT-qPCR analysis showed specific up-regulation of posterior (*a13*, *a11* and *a10*), but not anterior Hoxa and Hoxd genes upon dcas9-VP160 mediated *Hottip* activation in mESCs, relative to transfection with dCas9 recruitment alone (no VP160) (Fig 4B and 4C). In contrast, specific recruitment of dCas9-VP160 to the *Hoxa13* promoter led to up regulation of only *Hoxa13*, while expression of other Hoxa genes was unaltered (Fig 4B). Furthermore, recruitment of dCas9-VP160 to either *Hox13* or *Hottip* did not perturb the pluripotency network (Fig 4B) suggesting that the undifferentiated phenotype of the mESCs was not disrupted. 

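*Hoxa13* was represented by 2 probes, and the brighter one (A_55_P1970075) had a mean level of 3.70 ± 0.424 (SD, n = 4) after *Hottip* gRNAs and −4.76 ± 1.21 (SD, n = 3) in the control. The difference was 8.47 on the log2 scale (standard error 0.55, adjusted p = 0.000111 from limma), and since the probe was well above background on 4 of 4 *Hottip* gRNA arrays and on 0 of 3 control arrays, it corresponds to an at least 144-fold higher signal. The other *Hoxa13* probe gave 8.17, at least 81.3-fold. Every *Hottip* gRNA array exceeded every control array (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 3 allow). With each array left out in turn the log2 difference of the brighter probe stayed between 7.93 and 9.12, and the change of processing that moved it most, another background correction (normexp) with quantile normalization, chosen after seeing the data, gave 7.26. *Hoxa10* (A_55_P2164348) had a mean level of −1.15 ± 0.364 (SD, n = 4) after *Hottip* gRNAs and −4.56 ± 0.504 (SD, n = 3) in the control. Its log2 difference was 3.41 (standard error 0.36, adjusted p = 0.0017 from limma), again with 4 of 4 against 0 of 3 arrays well above background, which corresponds to an at least 4.99-fold higher signal. *Hoxa11* (A_51_P102911, 10 spots per array) was not well above background on any array and was therefore outside the adjusted test. Its mean level was −3.33 ± 0.232 (SD, n = 4) against −4.84 ± 0.492 (SD, n = 3), a log2 difference of 1.51 (standard error 0.35) for which no fold is given. The local median of the area around its spots was itself 0.48 higher after *Hottip* gRNAs. With the local median subtracted the difference was 1.02, and over all alternatives it ranged from 0.98 to 1.77. The *Hoxa11* values of the 2 groups did not overlap (two-sided exact permutation test, p = 0.0286), and its signal was positive and significant against the local background on 4 of 4 *Hottip* gRNA arrays and 0 of 3 control arrays. Over all probes 2 of the 3 posterior genes were called, and adjusted over the list alone, 3 of 3. The list holds the genes that the paper reports as rising on these same arrays, so the call of *Hoxa11* over it is not independent support. Over all probes without the filter, *Hoxa11* had adjusted p = 0.242 from limma. *Hoxa9* was well above background on all arrays and differed by 0.48 (adjusted p = 0.997 from limma), less than the spread between replicates. Of the 7 anterior Hoxa genes, limma called 0, both over all probes and adjusted over the list alone, and 1 (*Hoxa3*, lower) had an unadjusted p-value under 0.05. Their log2 differences ranged from −0.95 (*Hoxa3*) to 0.50 (*Hoxa4*), but 3 of the 7 were not well above background on any array. Only 2 of the 7 were among the probes tested with adjustment over all probes. Among the 9 Hoxd genes 0 were called in the same way, with log2 differences from −1.67 (*Hoxd9*) to 1.59 (*Hoxd10*). Unadjusted, 2 Hoxd genes (*Hoxd9*, lower, and *Hoxd10*, higher) had a p-value under 0.05, and 4 of the 9 were not well above background on any array. Only 3 of the 9 were among the probes tested over all probes. For genes below background a small rise was not detectable. With the row of the slide as a block, also chosen after seeing the data, *Hoxa13* and *Hoxa10* were called as well. With the replicate number as a block, which was planned, *Hoxa13* was called and *Hoxa10* was not. *Hottip* itself could not be followed, because no probe of the array was matched to it. From the rise of *Hoxa13*, *a11* and *a10*, without a rise of anterior Hoxa and Hoxd genes, and from RT-qPCR (Fig 4C), the paper concludes that induction of *Hottip* is sufficient to activate posterior Hoxa genes.

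**Figure D1:**
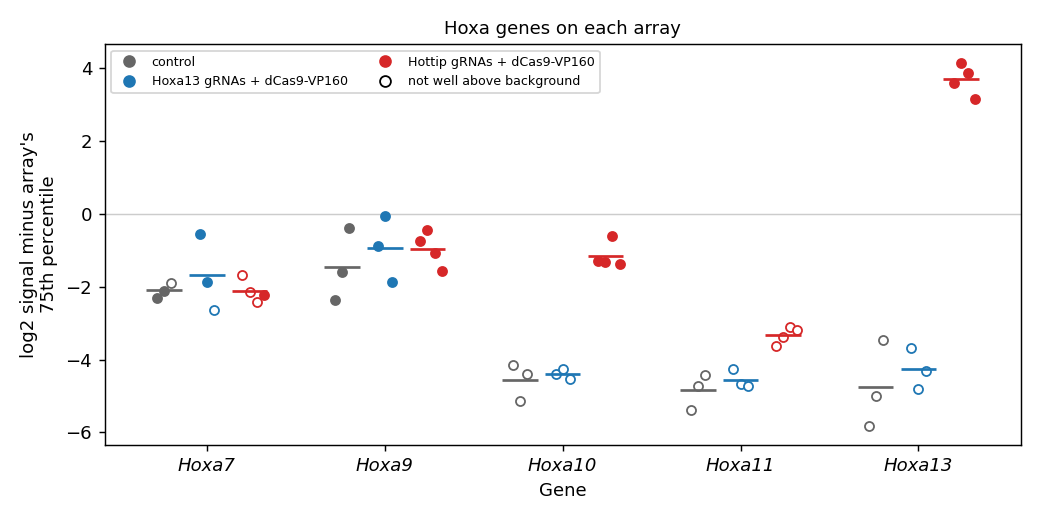
Levels of *Hoxa7*, *a9*, *a10*, *a11* and *a13* (x axis) on each array, as log2 signal minus the array's 75th percentile (y axis), with the 3 groups in different colours. Points are single arrays, open where the probe was not well above background, and lines are group means; the 4 *Hottip* gRNA arrays lie between 3.17 and 4.16 for *Hoxa13*, above all other arrays.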

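After *Hoxa13* gRNAs, the brighter *Hoxa13* probe had a mean level of −4.26 ± 0.56 (SD, n = 3), against the control level given above for the same probe. The log2 difference of 0.50 (standard error 0.59, adjusted p = 0.725 from limma) was smaller than the SD of the control arrays, and the 2 groups overlapped (two-sided exact permutation test, p = 0.6). The probe was not well above background on any array of either group, so no fold is given; its signal was positive and significant against the local background on 2 of 3 *Hoxa13* gRNA arrays and 0 of 3 control arrays. The second *Hoxa13* probe differed by 0.28. The log2 difference of the brighter probe was 0.46 with the slide as a block, which rests on *Hoxa13* gRNA replicate 3 alone, −0.04 without control replicate 1 and 1.20 in the authors' processed values, and it was not called in any of these settings. In the authors' processed log2 values each *Hoxa13* gRNA array exceeded each control array at both probes, with 6.39 to 7.16 against 5.41 to 5.88 at the brighter probe and 6.59 to 6.73 against 5.95 to 6.18 at the other (two-sided exact permutation test, p = 0.1 for each, the smallest for 3 arrays against 3). In these values both probes had an unadjusted p-value under 0.05 from limma (0.00199 for the brighter, 0.0316 for the other), but adjusted over all probes the brighter one was not called. Adjustment over the list alone was not made in these values, so a call by that rule is not excluded. At this level of signal, a rise that stayed below background was not detectable by the adjusted test. In the processed signal, limma called 0 of the 11 Hoxa genes over all probes and 0 adjusted over the list alone. There, 0 of the 11 had an unadjusted p-value under 0.05. The largest rise was 0.51 (*Hoxa9*); 5 of the 11 were among the probes tested and 4 were not well above background on any array. The 2 guide pools were also compared directly. *Hoxa13* was 7.96 higher on the log2 scale after *Hottip* gRNAs than after *Hoxa13* gRNAs (standard error 0.55, adjusted p = 0.000105 from limma), at least 120-fold, and *Hoxa10* was 3.25 higher (standard error 0.36, adjusted p = 0.00535), at least 4.16-fold. Both differences separated all 4 arrays from all 3 (two-sided exact permutation test, p = 0.0286 for each gene). On the slide that held all 3 groups, which leaves 1 *Hoxa13* gRNA array, only *Hoxa13* was called.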

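The pluripotency genes of Fig 4B (*Dppa2*, *Esrrb*, *Klf4*, *Myc*, *Nanog* and *Sox2*) and *Pou5f1* were well above background on all 10 arrays. After *Hottip* gRNAs, limma called 0 of the 7 genes over all probes and 0 adjusted over the list alone, and 0 had an unadjusted p-value under 0.05. Their log2 differences from the control ranged from −0.58 (*Sox2*) to 0.81 (*Klf4*), with 5 of 7 higher. After *Hoxa13* gRNAs 0 of 7 were called over all probes, whereas 2 (*Esrrb* and *Nanog*) were called adjusted over the list alone and 3 (*Esrrb*, *Nanog* and *Pou5f1*) had an unadjusted p-value under 0.05. All 7 were higher than the control, from 0.13 (*Dppa2*) to 1.74 (*Nanog*). *Nanog* (A_55_P2007703) had a mean level of 5.64 ± 0.887 (SD, n = 3) after *Hoxa13* gRNAs and 3.89 ± 0.162 (SD, n = 3) in the control (standard error of the difference 0.47, adjusted p = 0.340 from limma), and each *Hoxa13* gRNA array exceeded each control array (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). The *Nanog* probe was saturated on 1 *Hoxa13* gRNA array, and its difference was 1.07 with the slide as a block, which rests on *Hoxa13* gRNA replicate 3 alone, and 1.51 as the mean of its 2 probes, each centred on its own mean over the arrays. The size of these differences depended on the scaling of the arrays, and so did the direction for *Dppa2*, *Myc*, *Sox2* and *Pou5f1*. *Esrrb* and *Nanog* were higher in all 26 alternatives, but by as little as 0.02 for *Esrrb* (0.02 to 1.63) and 0.27 for *Nanog* (0.27 to 2.08). Under quantile normalization the 7 differences after *Hoxa13* gRNAs ranged from −0.36 to 0.90 and 4 were higher, and in the authors' processed values 4 were higher. Bright probes in general (mean level over 3, 4773 probes) had a median difference of 0.634 after *Hoxa13* gRNAs, and 6 bright spike-in controls, RNA standards added to each sample, had one of 0.701 (0.426 without *Hoxa13* gRNA replicate 1). *Gapdh*, measured on the same arrays, differed by 1.45 (adjusted p = 0.447 from limma), and by −0.07 in the authors' processed values. The test was insensitive to small changes. In simulated data for this comparison, with noise independent for each probe and array, 1 of 50 probes changed by 1 on the log2 scale was called. Of those changed by 2, it was 16 of 50. The paper proposes from the pluripotency genes that the undifferentiated phenotype of the mESCs was not disrupted. On the same arrays, a list of early differentiation genes was higher after *Hottip* gRNAs by the gene list test camera (adjusted p = 0.000981). It was not called by camera with an estimated correlation between genes (adjusted p = 0.234). In that list *Cdx2* was 4.06 higher and was called over all probes.

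**Figure D2:**
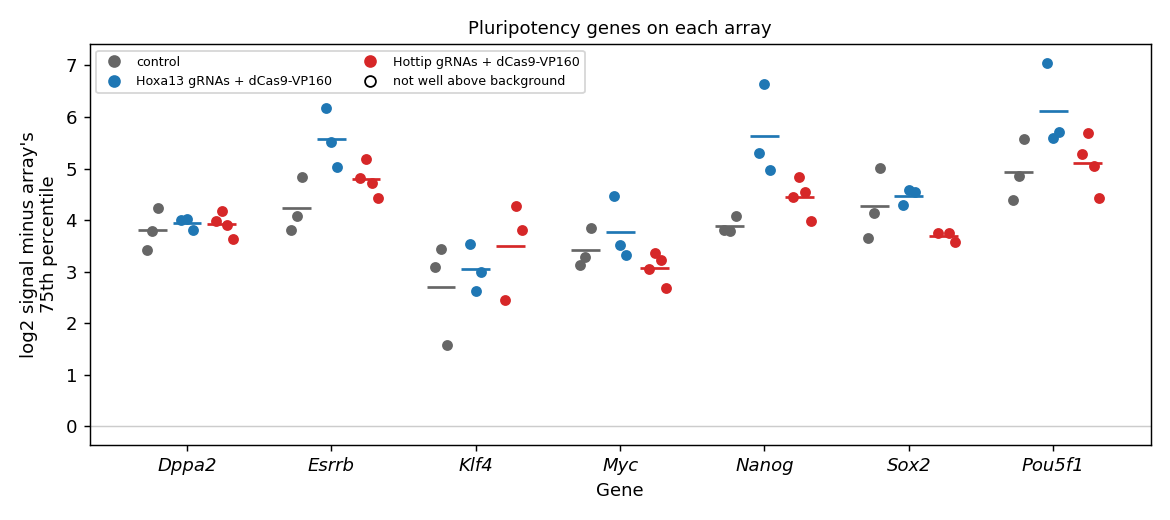
Levels of *Dppa2*, *Esrrb*, *Klf4*, *Myc*, *Nanog*, *Sox2* and *Pou5f1* (x axis) on each array, as log2 signal minus the array's 75th percentile (y axis), with the 3 groups in different colours. Points are single arrays and lines are group means; for *Nanog* the 3 *Hoxa13* gRNA arrays lie between 4.97 and 6.64 and the control mean is 3.89.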

Finally, recruitment of dCas9-VP160 to the *Hottip* promoter in *HottipΔ* 14fp cells led to only a modest upregulation of *Hoxa13* compared to WT cells (Fig 4D), pointing to the importance of full length *Hottip* RNA transcription in the regulation of Hoxa genes.

### *Hottip* RNA is indispensable for 5’ Hoxa expression

To distinguish the requirement for the *Hottip* lncRNA molecule from the act of lncRNA transcription at the *Hottip* locus, for up-regulation of 5’ Hoxa genes, we used CRISPR-Cas9-mediated homologous recombination to insert a 49 bp synthetic polyadenylation (polyA) cassette[48] 47 bp downstream of the *Hottip* transcription start site (TSS) in 14fp cells (Fig 5A and 5B). Insertion of this polyA cassette should cause early cleavage of the nascent lncRNA transcript while preserving the promoter, and *cis* elements within the *Hottip* genomic locus. RT-qPCR analysis in three independent knockin lines and two wild-type (WT) clones demonstrated that spliced *Hottip* RNA was strongly reduced in all three polyA knockin lines (pA1, pA2 and pA3) compared to WT (Fig 5C). Importantly *Hoxa13* and *a11* mRNA levels were significantly reduced in all three pA lines compared to WT.

**Fig 5:**
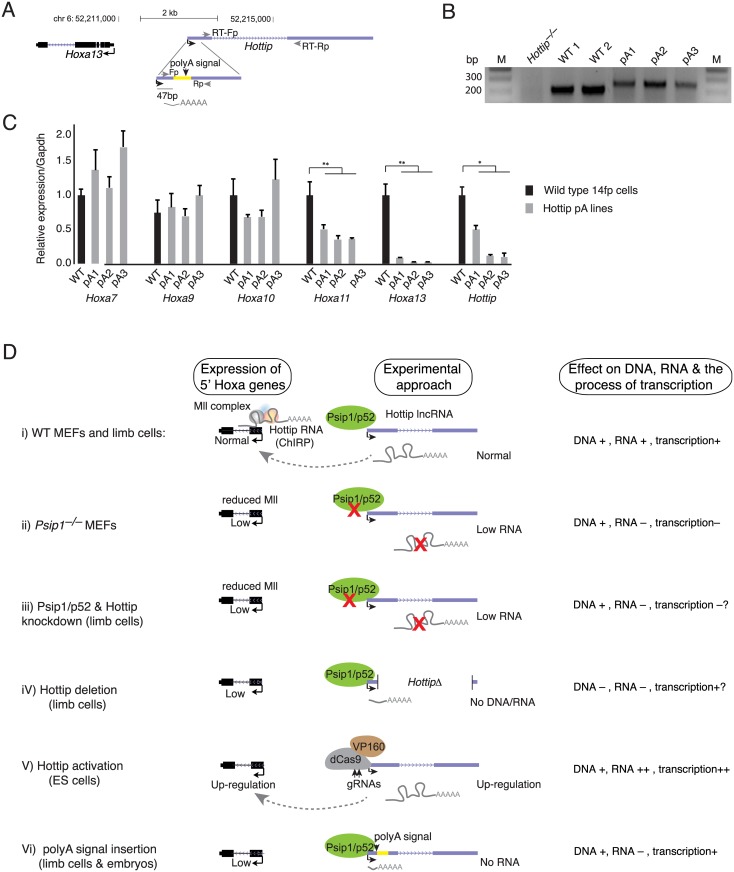
*Hottip* RNA is indispensable for 5’ Hoxa expression. (A) Schematics showing UCSC genomic coordinates of *Hottip* and *Hoxa13* in the mouse (mm9) genomes. Schematics of CRISPR mediated insertion of 49 bp synthetic polyA signal to ~47 bp downstream of *Hottip* transcription start site (TSS) is also shown (yellow). Primers used for genotyping and Sanger sequencing are shown in grey arrows, primers used for RT-qPCR are shown as RT-Fp and RT-Rp. (B) Genotyping PCR from the DNA isolated from the wild type (WT1, WT2) and polyA knock-in (pA1, pA2, and pA3) 14fp lines. (C) RT-qPCR data showing mean (± s.e.m of three technical replicates) fold change in expression of *Hottip*, *Hoxa13*, *a11*, *a10*, *a9* and *a7* in wild type (WT) and three polyA knock-in 14fp lines. * p < 0.05, ** p < 0.01. (D) Working model summarising the results from various experiments. Wild type cells with normal level of posterior Hoxa expression and occupancy of *Hottip* RNA at Hox genes (i). In *Psip1*^*–/–*^MEFs the expression levels of *Hottip*, posterior Hoxa genes and bound Mll levels are reduced (ii). Knockdown of Psip1/p52 or *Hottip* reduced expression of posterior Hoxa genes with corresponding reduction of Mll levels at these sites (iii). Deletion of *Hottip* leads to similar effect as depletion of *Hottip* by shRNAs (iV). Artificial activation of *Hottip* in mESCs leads to increased expression of target Hoxa genes (V). Premature termination of *Hottip* transcript leads to reduced expression of target Hoxa genes (Vi). The effects of each approach in changing the DNA element, lncRNA and the process of transcription are indicated (right).

To verify this effect *in vivo*, we also injected Cas9 and guideRNAs into single cell zygotes to generate mouse embryos with a premature polyA signal inserted at *Hottip* (S1C Fig). Consistent with the results in the 14fp cell line, RT-qPCR analysis of polyA knockin 12.5 dpc embryo showed reduced expression of *Hottip*, *Hoxa13* and *Hoxa11* but not *Hoxc13 –*a posterior Hox gene from different chromosome (S1C Fig). This suggests that it is the full length Hottip RNA itself that is involved in *Hoxa13/a11* regulation.

## Discussion

Our findings are compatible with a model in which *Hottip* lncRNA regulates posterior *Hoxa* gene transcription *in cis* (Fig 5D)—likely through an Mll complex. We have previously shown that the longer p75 isoform of Psip1 binds directly to Mll through its MLL or integrase binding domain (IBD) and recruits Mll to active Hox clusters[35]. Here we have demonstrated that the shorter isoform Psip1/p52 –which lacks the C-terminal Mll1 binding domain of p75—controls posterior Hoxa genes by activating the expression of *Hottip* lncRNA, a mechanism quite distinct from p75. We show that the *Hottip* lncRNA itself is required to maintain active expression of 5’ Hoxa genes, possibly by maintaining a stable Mll1 complex at the 5’ end of Hoxa gene cluster. The mechanism through which *Hottip* RNA specifically localizes to 5’ Hoxa genes *in cis* is not clear and needs further investigation.

By inserting a polyadenylation cassette at the 5’ end of *Hottip*, we show the importance of *Hottip* RNA for *Hoxa13* expression in both cell lines and *in vivo* in mouse embryogenesis. Similarly, *Hottip* is upregulated in several cancers where its expression also correlates with increased *Hoxa13* [49–51]. Recently, two micro RNAs miR-192, miR-204 have been demonstrated to post-transcriptionally silence the *HOTTIP* lncRNA, leading to the reduced viability of hepatocellular carcinoma (HCC) cells[52], further validating a role for this lncRNA molecule. Further studies are needed to understand whether human *HOTTIP/HOXA13* are regulated by PSIP1, and the role of PSIP1 and *HOTTIP* in oncogenesis.

Noncoding transcription at enhancer elements has been associated with enhancer activity[53,54]. However, most enhancer RNAs (eRNAs) are degraded by exosomes, suggesting that at distal regulatory elements the act of transcription itself could be sufficient for the enhancer activity [55–57]. An enhancer -like function of lncRNAs has been demonstrated in some cases including *HOTTIP*[3,58]. However, an increasing body of evidence suggests that the function of many lncRNA genes in regulating genes *in cis* does not require the lncRNA molecule itself. Instead their effect is mediated by enhancer-like activity of underlying DNA elements in the lncRNA locus, the act of transcription and/or splicing of lncRNAs[59–62].

The recent controversies in the lncRNA field demand thorough investigations to distinguish the role of lncRNA molecules from enhancer- like function of the DNA elements which encode them, and from the process of transcription and splicing of these loci. Our studies presented here show how these facets of lncRNA regulation and function can be dissected at one well-studied lncRNA locus. With the ever increasing number of lncRNAs annotated in genomes using high-throughput sequencing technologies, the list of these transcripts with unknown mechanisms of upstream transcriptional regulation and downstream functional mechanism is growing and there will be the need to develop more high-throughput methods for the rigorous testing of lncRNA function and mechanism of action.

## Methods

### Ethics statement

Cervical dislocation was used as a euthanasia method and all mouse experiments were performed under the Animals (Scientific Procedures) Act 1986' and were approved by the University of Edinburgh ethical committee (TR-38-16) and performed under UK Home Office license number PPL 60/4418.

### Cell lines

*Psip1*^*–/–*^and its corresponding WT MEFs[35,63] were a kind gift from Prof. Alan Engelman (Dana-Farber Cancer Institute, USA). Limb mesenchymal cells (14fp) isolated from the posterior mesenchyme of E11.5 mouse embryos from an Immortomouse (H-2kb-tsA58) × CD1 cross, are as previously described[39] and were a gift from Robert Hill (MRC Human Genetics Unit, University of Edinburgh). mES cells (E14) were cultured as previously described[64]. Psip1/p52 rescue experiment in *Psip*^*–/–*^MEFs is previously described[35].

### shRNA knockdown

Lentiviral shRNAs (pLKO.1 vectors) targeting Psip1/p52, Psip1/p75 and *Hottip* (S1 Table) were transduced as described by the manufacturer (Sigma Aldrich). Expression of p52 was rescued by transiently transfecting a shRNA-resistant p52 cDNA[35].

### RT-qPCR

Reverse transcription followed by quantitative PCR (RT-qPCR) was performed as described previously[35]. Briefly, RNA was treated with Turbo DNA Free kit (ThermoFisher Scientific) and cDNA was prepared using superscript II reverse transcriptase (ThermoFisher Scientific) using random primers. All qPCRs were performed with three biological or technical replicates in a LightCyler 480 (LC480, Roche) or CFX96 (Biorad), and the data was normalized to *Gapdh*. Details of the oligos are given in the S2 Table.

### Whole mount RNA *in situ* on mouse embryos

RNA in situ hybridization for *mHottip* in 10.5 dpc mouse embryos were performed as previously described[65]. Details of oligos used to PCR amplify the *Hottip* cDNA including T7 (sense) and T3 (Antisense) promoter sequences are given in S3 Table.

### ChIP, antibodies and data analysis

ChIP was performed as described previously[35], using antibodies for Mll1 (Active Motif 61295, 61296), ChIP DNA was hybridized to a custom *Hox* array and data was normalized as described previously[35].

### Chromatin Isolation by RNA Purification (ChIRP)

Anti-sense oligo probes tiling the mouse *Hottip* RNA were designed using the web tool from Stellaris FISH Probe Designer (https://www.biosearchtech.com/support/education/stellaris-rna-fish) Biosearch Technologies, CA, USA). Eleven biotinylated oligos were synthesized by Sigma-Aldrich (S6 Table). ChIRP was performed in limb mesenchymal cells as described previously[42]. RNA was isolated from 20% of the ChIRPed beads and used for RT-qPCR for *Hottip*, *7sk* and *Gapdh* specific primers and rest of the sample was used to purify DNA and perform qPCR for Hoxa genes. Primer details are given in S2 Table.

### CRISPR mediated deletion of *Hottip*

Guide RNAs were designed using the Zhang laboratory web tool (http://crispr.mit.edu). Paired guide RNAs (gRNAs) (S4 Table) were designed to target the murine *Hottip* genomic locus ~50bp beyond the TSS and before the transcription end site (Fig 3A). gRNAs were cloned into the D10A nickase mutant version of cas9 (cas9n) containing pSpCas9n(BB)-2A-GFP (PX461)[66]. A pool of four gRNA containing plasmids were transfected into mouse limb-bud mesenchymal cells (14fp) using FuGENE HD transfection reagent and FACS sorted 48 hours after transfection for GFP^+^ cells. Homozygous deletion of *Hottip* was confirmed by PCR and Sanger sequencing, primers used are given in S2 Table.

### dCas9-mediated activation of *Hottip* and *Hoxa13* in ES cells

Five guide RNA plasmid pools targeting the promoters of *Hottip* and *Hoxa13* (S5 Table) were designed as above and cloned into pSLQ1371[56,67]. These gRNA plasmids encoding mCherry and puromycin resistance were co-transfected with a plasmid encoding dCas9-VP160 (pAC94-pmax-dCas9VP160-2A-puro, Addgene plasmid number 48226) [47]. 24hrs after transfection, transfected mES cells were selected by addition of 2μg/ml puromycin for another 24 hrs. RNA was extracted 48hrs after transfection, RT-qPCR was performed as described above. Microarray gene expression analysis performed according to the manufacturer’s protocol (Agilent Technologies). Plasmids containing non-targeting guide RNAs and dCas9 alone (dcas9Δ) served as controls.

### dCas9-mediated activation of *Hottip* in 14fp cells

Wild type and *HottipΔ* 14fp cells were transfected with *Hottip* gRNA plasmid pools similar to ES cells and FACS sorted for mCherry positive cells 24 hrs after transfection. Transfected mCherry positive cells were seeded to cell culture flasks to recover for another 24 hrs, 48 hrs after transfection cells were harvested and RNA was isolated using Trizol and RT-qPCR was performed.

### CRISPR mediated insertion of polyA sites into *Hottip*

*HottipΔ* 5'guide 1 oligos (1 & 2 in S4 Table) were cloned into pSpCas9(BB)-2A-Puro (PX459) V2.0 (a gift from Feng Zhang (Addgene plasmid 62988)), which is designed to insert a synthetic polyA signal sequence into the *Hottip* genomic locus 47 bp after the TSS (Fig 5A). gRNA containing plasmids were co-transfected along, with a repair template (S7 Table) synthesized as a 199bp single-stranded Ultramer oligo (IDT) bearing the desired sequence change, into limb cells using lipofectamine 2000 transfection reagent. 24 hours after transfection puromycin resistant cells were selected for another 48 hours and plated at 2500 cells/100mm plates. On day 10 colonies were picked and plated in duplicate into 96 well plates. Genomic PCR (Fig 5B) and Sanger sequencing confirmed three polyA knockin (pA) clonal lines with homozygous insertions of the polyA cassette into exon 1 of *Hottip*. Primers used for genotyping PCR sequencing and RT PCR are given in S2 Table.

### CRISPR mediated insertion of polyA sites into *Hottip* in mouse embryo

To generate mouse embryos with a premature transcriptional termination signal (polyA signal) at the *Hottip* locus, single cell mouse zygotes were injected with Cas9 mRNA (50ng/ul), gRNA (25ng/ul) and repair template DNA (75ng/ul) (S7 Table). The embryos were later harvested for analysis at 12.5 dpc stage of embryonic development, tail tips were used to genotype the embryos by PCR and Sanger sequencing (S1C and S1D Fig). Total RNA was isolated from a PolyA knockin embryo and two litter mate wild types using Trizol and reverse transcribed using Superscript II and qPCR was performed using iTaq universal SYBR green supermix (Biorad).

## Supporting information

S1 Fig Whole mount *in situ* hybridization and PolyA insertion data from mouse embryos. (A) Whole mount RNA in situ hybridization of *Hottip* in 10.5d embryo (right). Image from Psip1 RNA in situ hybridization for 11.5d embryos from Embrys resource (left) http://www.emouseatlas.org/emagewebapp/pages/emage_general_query_result.jsf. (B) Similar to Fig 2B mean (± s.e.m) expression, assayed by RT-qPCR and normalized to *Gapdh*, of *Hoxa* genes, along with *Psip1/p52*, *Psip1/p75*, and *Hottip* RNA, in limb cells transduced with independent shRNAs (sh2’s in S1 Table) targeting p52 (red bars, p52 sh2) p75 (green bars, p75 sh2) and Hottip (black bars, Hottip sh2) relative to cells transduced with a mammalian non-targeting sh RNA (Grey bars, control) (n = 3 biological replicates, p value * <0.05, ** <0.01). (C) Similar to Fig 5B, genotyping PCR from the DNA isolated from the wild type (WT1, WT2) and polyA knockin (Hottip pA1) 12.5 dpc embryo. (D) Similar to Fig 5A, illustration showing polyA insertion site within *Hottip* gene (yellow), Sanger sequencing data confirms 49 bp polyA signal sequence insertion (highlighted in yellow) and flanking Hottip sequence. (E) Similar to Fig 5A and 5C, RT-qPCR data showing mean (± s.e.m of three technical replicates) and normalized to *Gapdh*, fold change in expression of *Hottip*, *Hoxa13*, *a11*, *a10*, *a9* and *Hoxc13* in two wild type (WT1 and WT2) and one polyA knock-in 12.5 dpc whole embryo at Hottip locus.
(PDF) Click here for additional data file.

S1 Table ShRNA sequences or TRC numbers. (DOCX) Click here for additional data file.

S2 Table List of primers used for RT-qPCR, and genotyping PCR. (DOCX) Click here for additional data file.

S3 Table Oligos used to PCR amplify *Hottip* cDNA to prepare sense and antisense probes used in whole mount *in situ* (S1 Fig). (DOCX) Click here for additional data file.

S4 Table Oligos used to clone guides to pX461. (DOCX) Click here for additional data file.

S5 Table Forward oligos used to clone guideRNA (gRNA) sequences to pSLQ plasmids, target sequences of the sgRNAs (Fig 4) are shown in red. (DOCX) Click here for additional data file.

S6 Table Oligos used in ChIRP experiment. (DOCX) Click here for additional data file.

S7 Table PolyA repair template. Nucleotide sequence of single stranded oligonucleotide used as homology directed repair templated used for insertion of a synthetic polyA signal sequence to hottip locus. 75 base nucleotide homology arms are shaded in grey, 49base polyA signal is shaded in yellow. GuideRNA binding site is in red, PAM site is in blue.
(DOCX) Click here for additional data file.

# Supplementary material for: Psip1/p52 regulates posterior Hoxa genes through activation of lncRNA Hottip
**Source:** PLoS Genet. 2017 Apr 6;13(4):e1006677. doi: 10.1371/journal.pgen.1006677
**Supplement:** S1 Table

**S1 Table:** ShRNA sequences or TRC numbers

| **Target RNA** | **Name** | **Sequence (5-3’)** | **Target region** |
| --- | --- | --- | --- |
| Psip1/p75 | p75 Sh1 | TRCN0000012116 (Sigma Aldrich) | CDS |
| Psip1/p75 | p75 Sh2 | TRCN0000012113 (Sigma Aldrich) | 3’ UTR |
| Psip1/p52 | p52 Sh1 | TTTGGGCTCAAAGCATTAATC | 3’ UTR |
| Psip1/p52 | p52 Sh2 | CAGACTCATTGGACTGAATTT | 3’ UTR |
| Hottip | Hottip Sh1 | CGGGCTTTATATCAACAAATA | NA |
| Hottip | Hottip Sh2 | GGGACCGAATTCCTGTAAAT | NA |

# Supplementary material for: Psip1/p52 regulates posterior Hoxa genes through activation of lncRNA Hottip
**Source:** PLoS Genet. 2017 Apr 6;13(4):e1006677. doi: 10.1371/journal.pgen.1006677
**Supplement:** S2 Table

**S2 Table:** List of primers used for RT-qPCR

| **RTq-PCR** | **Forward (5'-3')** | **Reverse (5'-3')** |
| --- | --- | --- |
| Hoxa2 | CTGCCTCGGCCACAAAGAATCC | AGCTGAGTGTTGGTGTACGCG |
| Hoxa6 | CACCGACCGGAAGTACACAAG | TGTCTGGTAGCGCGTGTAGGTC |
| Hoxa7 | AAGCCAGTTTCCGCATCTACC | GTAGCGGTTGAAATGGAATTCC |
| Hoxa9 | AGAAAAACAACCCAGCGAAG | CAGTTCCAGCGTCTGGTGT |
| Hoxa10 | GTGTCAAGTCCTGAATGGGC | AGAGAAACCAGGCCTGGACT |
| Hoxa11 | CACTGAGGACAAGGCCGGTG | TTGAGCATGCGGGACAGTTG |
| Hoxa13 | CACCTCTGGAAGTCCACTCT | TCTCAGAGAGGTTTGTCGTG |
| Hottip spliced | GGCTCCAAAAATGGTGAGAA | GAGGGTGATGCAGTTGGAGT |
| Hottip exon2 | TAGCGGGTTTGCGTCTAAGT | CCAGATGGGGAGTGTCCTTA |
| Hoxb9 | AGGAAGCGAGGACAAAGAGAGG | CTTGTCTCTCACTCAGATTGAG |
| Pou5f1 | CGAGAACAATGAGAACCTTC | CCTTCTCTAGCCCAAGCTGAT |
| Psip1/p52 | TCCATTTGTTCCTCCTGCTT | GGTGTGCCCTTGACAGTCTT |
| Psip1/p75 | ACAATGCAGCAAGCTCAGA | ACTGACTTTGAACCGCCGTA |
| 7SK | GACATCTGTCACCCCATTGA | GCCTCATTTGGATGTGTCTG |
| Gapdh | TGGTGAAGGTCGGTGTGAACG | TGAGTGGAGTCATACTGG |
| **ChIRP-qPCR** |  |  |
| Actb_Pro | CCTCGATGCTGACCCTCATCC | GACACTGCCCCATTCAATGTCTC |
| Hoxa1_Pro | CTACACTGAGGAGCGCCGGGGATT | CCGCGCAGGATTGGAAAGTTGTAA |
| Hoxa7_Pro | GAGAGGTGGGCAAAGAGTGG | CCGACAACCTCATACCTATTCCTG |
| Hoxa10_Pro | ATGTTTGAGGCCGTACTGGT | CTTCCCAAAGTGGCTGGTAA |
| Hoxa11_Pro | AGCCCAATGATGGATTTTGA | GAAGGGAGGCTGGAGAAATC |
| Hoxa13_Pro | TAGAGCTCGGCTCCTCTCAG | CCAAATTGTCCCTGATGGTT |
| Hottip_Δ PCR & sequencing | TGCCCCGAGTTTACCTTCTT | CTCTGTGTCCTAGGCCATGT |
| Hottip_ΔRT-PCR | CTCAACAGTGACAAAGAGACGAA | GCATTTGCTTAACGTGAAAATG |
| Hottip pA screening | GAAGTACGGTTCCAGGCTC | AGCCAGAAGCCAGATAGCAA |

# Supplementary material for: Psip1/p52 regulates posterior Hoxa genes through activation of lncRNA Hottip
**Source:** PLoS Genet. 2017 Apr 6;13(4):e1006677. doi: 10.1371/journal.pgen.1006677
**Supplement:** S3 Table

**S3 Table:** Oligos used to PCR amplify Hottip cDNA to prepare sense and antisense probes for whole mount *in situ* (S1 Fig)

| **Primer** | **Sequence (5-3’)** |
| --- | --- |
| Hottip T7 sense FP | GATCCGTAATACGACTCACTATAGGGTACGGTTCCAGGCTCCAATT |
| Hottip T3 antisence RP | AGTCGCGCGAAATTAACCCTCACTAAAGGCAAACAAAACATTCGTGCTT |

# Supplementary material for: Psip1/p52 regulates posterior Hoxa genes through activation of lncRNA Hottip
**Source:** PLoS Genet. 2017 Apr 6;13(4):e1006677. doi: 10.1371/journal.pgen.1006677
**Supplement:** S4 Table

**S4 Table:** Oligos used to clone guides to pX461

| **Hottip deletion guides** | **Sequence (5-3’)** |
| --- | --- |
| 1. Hottip5’guide 1top | CACCGCTCCGAGAGTCTCCGAGAAT |
| 1. Hottip5’ guide 1bottom | AAACATTCTCGGAGACTCTCGGAGC |
| 1. Hottip5’ guide 2top | CACCGCTCGAGGGCAGTTTACATAC |
| 1. Hottip5’ guide 2bottom | AAACGTATGTAAACTGCCCTCGAGC |
| 1. Hottip3’ guide 1top | CACCGGGCCCACTTACTCAGTTTCC |
| 1. Hottip3’ guide 1bottom | AAACGGAAACTGAGTAAGTGGGCCC |
| 1. Hottip3’ guide 2top | CACCGGCACTCCCTCCCGCTTTGTAC |
| 1. Hottip3’ guide 2bottom | AAACGTACAAAGCGGGAGGGAGTGCC |

# Supplementary material for: Psip1/p52 regulates posterior Hoxa genes through activation of lncRNA Hottip
**Source:** PLoS Genet. 2017 Apr 6;13(4):e1006677. doi: 10.1371/journal.pgen.1006677
**Supplement:** S5 Table

**S5 Table:** Forward oligos used to clone guideRNA (gRNA) sequences to pSLQ plasmids, target sequences of the sgRNAs (Figure 4) are shown in red

| **gRNA name** | **Oligo Sequence** |
| --- | --- |
| mHottip_pro_sg1 | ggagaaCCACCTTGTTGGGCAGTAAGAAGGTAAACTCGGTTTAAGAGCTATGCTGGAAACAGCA |
| mHottip_pro_sg2 | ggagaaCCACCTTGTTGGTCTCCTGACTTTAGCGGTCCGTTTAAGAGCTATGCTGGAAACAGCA |
| mHottip_pro_sg3 | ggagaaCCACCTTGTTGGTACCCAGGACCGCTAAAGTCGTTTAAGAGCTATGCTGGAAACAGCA |
| mHottip_pro_sg4 | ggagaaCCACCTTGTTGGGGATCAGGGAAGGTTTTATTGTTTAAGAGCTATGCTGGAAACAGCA |
| mHottip_pro_sg5 | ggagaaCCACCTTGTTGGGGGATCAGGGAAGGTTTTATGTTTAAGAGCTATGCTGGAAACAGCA |
|  |  |
| Hoxa13_Pro_sg1 | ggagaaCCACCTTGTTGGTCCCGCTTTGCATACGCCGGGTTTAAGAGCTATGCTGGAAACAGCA |
| Hoxa13_Pro_sg2 | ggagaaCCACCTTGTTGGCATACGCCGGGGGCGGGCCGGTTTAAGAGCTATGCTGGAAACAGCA |
| Hoxa13_Pro_sg3 | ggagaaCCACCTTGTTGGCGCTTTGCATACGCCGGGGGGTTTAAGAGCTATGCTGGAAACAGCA |
| Hoxa13_Pro_sg4 | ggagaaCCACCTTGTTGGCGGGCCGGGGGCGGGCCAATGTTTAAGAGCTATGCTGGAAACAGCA |
| Hoxa13_Pro_sg5 | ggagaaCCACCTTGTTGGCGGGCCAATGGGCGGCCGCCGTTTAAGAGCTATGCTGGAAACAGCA |

# Supplementary material for: Psip1/p52 regulates posterior Hoxa genes through activation of lncRNA Hottip
**Source:** PLoS Genet. 2017 Apr 6;13(4):e1006677. doi: 10.1371/journal.pgen.1006677
**Supplement:** S6 Table

**S6 Table:** Oligos used in ChIRP experiment

| **Oligo name** | **Oligo sequence (5'-3')** |
| --- | --- |
| Hottip ChiRP oligo 1 | CTCTTTGTCACTGTTGAGTT Biotin tag |
| Hottip ChiRP oligo 2 | AGAAAGAACCAGTCCAGCC Biotin tag |
| Hottip ChiRP oligo 3 | GACTTTGGCAGTCTGTAGAG Biotin tag |
| Hottip ChiRP oligo 4 | GCCATTAGAACACGGAGAGA Biotin tag |
| Hottip ChiRP oligo 5 | AGCATCAACCAGGTTGAGAA Biotin tag |
| Hottip ChiRP oligo 6 | AGAATTCACAGCCAGATGGG Biotin tag |
| Hottip ChiRP oligo 7 | TTTGACAAGGTGATTTTCCC Biotin tag |
| Hottip ChiRP oligo 8 | TAGTCCCACAGACAAAGGAC Biotin tag |
| Hottip ChiRP oligo 9 | AATGGCCCACTTACTCAGTT Biotin tag |
| Hottip ChiRP oligo 10 | CAGTTCAATACCTGGGATAT Biotin tag |
| Hottip ChiRP oligo 11 | ATCAAGTTAGGACACAGGGC Biotin tag |

# Supplementary material for: Psip1/p52 regulates posterior Hoxa genes through activation of lncRNA Hottip
**Source:** PLoS Genet. 2017 Apr 6;13(4):e1006677. doi: 10.1371/journal.pgen.1006677
**Supplement:** S7 Table — Nucleotide sequence of single stranded oligonucleotide used as homology directed repair templated used for insertion of a synthetic polyA signal sequence to hottip locus. 75 base nucleotide homology arms are shaded in grey, 49base polyA signal is shaded in yellow. GuideRNA binding site is in red, PAM site is in blue.

**S7 Table:** PolyA repair template

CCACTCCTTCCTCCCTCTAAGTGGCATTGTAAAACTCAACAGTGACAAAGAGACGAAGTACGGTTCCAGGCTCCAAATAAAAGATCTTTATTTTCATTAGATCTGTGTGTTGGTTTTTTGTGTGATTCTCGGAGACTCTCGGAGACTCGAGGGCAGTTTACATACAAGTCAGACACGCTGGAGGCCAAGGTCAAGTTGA

How the deposited data were processed for this re-analysis (not part of the article)

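The expression arrays analysed here are those of Fig 4B. Mouse ES cells received *Hottip* gRNAs with dCas9-VP160 (4 arrays), *Hoxa13* gRNAs with dCas9-VP160 (3 arrays) or the control (3 arrays), and the groups and replicates were taken from the sample labels, the legend of Fig 4B and the methods. The paper's text states for the arrays only that the manufacturer's protocol was followed and names no test for them.

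The scanner files deposited by the authors hold spot intensities from Feature Extraction 11.5.1.1, whose processed signal is the background-subtracted intensity, with a multiplicative correction for trends across the array (detrending) on all arrays except *Hottip* gRNA replicates 3 and 4. The authors also deposited a table of log2 values for the same arrays, and how these were made is not stated in the paper's text. Compared with the scanner files, each column of that table ranks the spots as the median spot signal minus the local background median does (rank correlation 1), and all 10 columns have the same quantiles, so these log2 values were treated as background-subtracted and quantile normalized by the authors. They were used as an alternative only.

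Control spots and spots marked as outliers by Feature Extraction were left out, after which log2 of the processed signal was taken and each array's 75th percentile subtracted. Saturated spots were kept. Of the 55681 probes, 55249 were spotted once, 33 were spotted 2 times and 399 were spotted 10 times, and the spots of one probe were averaged. Probes are listed by RefSeq or other transcript accession, and 27656 probes were given a gene symbol through the RefSeq genes of GRCm38.p6. The array header names mm9, so no coordinates were taken from that annotation. *Hottip*, *Halr1*, *Hotairm1*, *Hspa1b* and *Kmt2a* were matched to no probe by name and are not analysed here. Where a gene had several probes, the value is that of the probe with the highest mean over all 10 arrays.

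Before the data were examined, the following were fixed: the groups, the tests, the alternatives and the genes to name. The genes were those of Fig 4B and 4C, the neighbours of the Hoxa cluster, *Psip1*, *Men1*, *Wdr5*, *Gapdh*, *Actb* and *Hoxc13*. In each comparison, the 5 probes with the largest rise and the 5 with the largest fall were added from the called probes whose groups did not overlap and which were well above background on every array of the brighter group. Other genes named below were chosen after their values were seen or belong to a gene list.

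Differences between groups were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, over all 10 arrays with a mean for each group. Benjamini-Hochberg adjustment was made over the probes well above background on at least 3 of 10 arrays, and a probe was called at an adjusted p-value under 0.05. Single genes were also tested by two-sided exact permutation of the 2 groups compared, with 35 splits for 4 arrays against 3 and 20 for 3 against 3. Gene lists were tested with camera (preset correlation 0.01), and with fry and camera with an estimated correlation as alternatives: pluripotency (7 genes), wider pluripotency (22), early differentiation (18) and stress and p53 response (12). The correlation of the changes after the 2 guide pools was compared with simulated unchanged groups that shared a simulated control. These were drawn from the deviations of all 10 arrays from their group means, shuffled between arrays and with random signs.

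Signal over background limits the precision. Between 31.9% and 41.4% of probes were well above background on an array, and *Hox* genes were mostly not. The slope of the spike-in controls, a measure of each array's dynamic range, was 1.16 on *Hoxa13* gRNA replicate 1 and between 0.900 and 0.982 on the other arrays. The procedure was tested on simulated data with 200 changed probes among 22839. The simulated noise was independent for each probe and array, whereas on the arrays many called probes lay beside one another. The false calls of the simulation therefore do not show how many false calls the arrays hold. For *Hottip* gRNAs against the control, 1, 20, 29 and 41 of 50 probes with a true log2 change of 1, 2, 3 and 4 were called, with 7 false calls among 98 calls; for *Hoxa13* gRNAs against the control, 1, 16, 22 and 37 of 50 were called, with 6 false calls among 82.

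The alternatives were quantile normalization, centring on the median, the authors' log2 values, no filter on dim probes and a filter on all 10 arrays, the slide as a block, only the slide with all 3 groups, only the 2 groups compared, an intensity trend in eBayes, the replicate number as a block, the mean of a gene's probes, a minimum log2 difference of 1, and each array left out in turn. Background correction by normexp on the mean spot signal was planned but could not be run, since the scanner files hold the median and no mean spot signal, and normexp (offset 50) on the median spot signal was run in its place. This, normexp with quantile normalization, the row of the slide as a block, subtraction of the local median of an 11 by 11 spot area of each array, and the mean of a gene's probes with each probe first centred on its own mean over the arrays were chosen after seeing the data. The last was added because, without centring, a spot left out on one array shifts the mean of a gene's probes there, as for *Nanog*. The values of 1 gene are not reported here. The other experiments of the paper are not analysed here.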

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

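Among the tests below, those of local brightness at *Evx1* and *Hoxa11os* were chosen before their results were seen; the test of scaling at *Evx1* and the local correction at the other genes were chosen after.

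*Hoxa10*, *Cdkn1a* and *Igf2os* each had 1 of the 4 *Hottip* gRNA arrays far from the other 3. The distance of the extreme array to its nearest neighbour, divided by the whole range, was 0.916 for *Hoxa10* (replicate 3, highest), 0.845 for *Cdkn1a* (replicate 3, highest) and 0.850 for *Igf2os* (replicate 4, lowest), each above the critical value of Dixon's test for 4 values. Of 45 probes of 43 genes tested this way, which are not independent, 3 passed it, where chance alone passes about 1 in 20, so chance is not excluded. For *Hoxa10*, replicate 3 was at −0.60 and the other 3 arrays between −1.37 and −1.31, but in the authors' processed values replicate 3 (9.76) lay within the range of the others (9.02 to 9.97), so the distance depends on the scaling or the background correction. With each array left out in turn, *Hottip* replicate 3 included, the log2 difference of *Hoxa10* from the control stayed between 3.13 and 3.61 (adjusted p from 0.00326 to 0.016 from limma; 0.0017 to 0.0567 over all alternatives that tested it). *Cdkn1a* was not different from the control (0.32, adjusted p = 0.988 from limma). No biological explanation was tested, since the 4 arrays are replicates of one condition.

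Near *Hottip*, signals that the paper does not report were higher after *Hottip* gRNAs than in the control. In the gene order of GRCm38.p6 *Hoxa11os* lies on one side of *Hoxa13* and *Hottip* and *Evx1* on the other. *Hoxa11os* (A_55_P2041700) was well above background on 4 of 4 *Hottip* gRNA arrays and 0 of 3 control arrays, with a log2 difference of 4.20 (adjusted p = 0.00268 from limma), at least 8.98-fold, over the 3 *Hottip* gRNA arrays without an outlier spot (two-sided exact permutation test, p = 0.1, the smallest for 3 arrays against 3). *Evx1* (A_55_P2125521) was well above background on 2 of 4 *Hottip* gRNA arrays and on no control array, so it was outside the adjusted test; without the filter its adjusted p from limma was 0.670. Its log2 difference was 1.97, at least 3.65-fold, over 3 *Hottip* gRNA arrays, all above the 3 control arrays (two-sided exact permutation test, p = 0.1). A bright area of the slide would raise the neighbouring spots as much. The local median around the spot was higher by 0.421 at *Hoxa11os* and by 0.468 at *Evx1*, which argues against local brightness as the whole cause. Scaling or background correction does not account for *Evx1* either: under quantile normalization, the authors' values and normexp it was at least 1.67, and 1.49 with normexp and quantile normalization together. What stays open, untested, is whether these signals are transcripts induced along with the posterior Hoxa genes, direct action of dCas9-VP160 on neighbouring promoters, cross-hybridisation, or, for *Evx1*, chance, since it fails the adjustment. A candidate hypothesis is that activation at *Hottip* extends to its neighbours; *Hoxa11os* kept its call in 24 of 26 alternatives and lost it under the replicate block and under the filter on all arrays, which excludes it from the test.

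Away from the Hoxa cluster, 4 genes that the paper does not discuss were higher after *Hottip* gRNAs and well above background on 4 of 4 arrays against 0 of 3 control arrays. The log2 differences were 6.37 for *Igf2* (A_55_P2118173, at least 26.3-fold), 5.91 for *Igf2os* (A_66_P116635, at least 47.7-fold), 5.79 for *Bhmt* (A_55_P2105181, at least 32.9-fold) and 4.06 for *Cdx2* (at least 13.3-fold). Adjusted p from limma was 0.000255, 0.000255, 0.000141 and 0.00105, and in each gene all 4 arrays exceeded all 3 (two-sided exact permutation test, p = 0.0286 for each). After subtraction of the local median of the array area the differences were 6.00, 5.85, 5.50 and 3.71, so local brightness is argued against as the whole cause. The lowest values over the alternatives, under normexp with quantile normalization, were 4.80, 5.04, 4.66 and 3.01. If VP160 itself, which the control may lack, caused the rise, *Hoxa13* gRNAs with VP160 would be expected to raise these genes as well; compared directly, *Igf2* was 5.57, *Igf2os* 4.82, *Bhmt* 5.83 and *Cdx2* 3.31 higher after *Hottip* gRNAs than after *Hoxa13* gRNAs (at least 21.9-fold for *Igf2* and 30.0-fold for *Bhmt*, which were not well above background on any *Hoxa13* gRNA array; adjusted p = 0.000989, 0.00141, 0.000105 and 0.00679 from limma). The filter on all arrays leaves these genes out. Besides this, in the direct comparison *Igf2* lost the call under the replicate block (adjusted p = 0.0559). There *Cdx2* lost it under the replicate block (0.102) and without *Hoxa13* replicate 2 (0.0599), and *Igf2os* and *Bhmt* in none of the other alternatives. Against the control, *Cdx2* lost the call in 2 of 26 alternatives, that filter included (highest adjusted p = 0.0554 from limma), and the other genes only under that filter. After *Hoxa13* gRNAs the differences from the control were 0.80, 1.09, −0.04 and 0.75 (adjusted p = 0.546, 0.456, 0.974 and 0.494 from limma), with *Igf2os* well above background on 2 of 3 *Hoxa13* gRNA arrays, *Cdx2* on 1 and the others on 0, so a smaller effect of VP160 is not excluded. *Hoxa13*, the target of those guides, was itself not called (0.50, adjusted p = 0.725 from limma). The arrays therefore do not show that VP160 was active there, and this comparison cannot exclude an effect of VP160. What also stays open, untested, is binding of the *Hottip* guides elsewhere, downstream effects of the induced Hoxa genes or of *Hottip*, and a difference between the cultures, such as a share of differentiating cells.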

How the results depend on the processing

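The alternatives chosen after seeing the data were normexp on spot medians, alone and with quantile normalization, the row of the slide as a block, the local median of the slide area, and the mean of a gene's probes with each probe centred first; normexp on the mean spot signal was not run.

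The counts of called probes depended on the processing, and unless a cause is named it was not tested. For *Hottip* gRNAs against the control (164 probes) the count was 109 with the authors' processed values, of which 89 were among the 164, and 413 with the slide as a block, which kept all 164. For *Hoxa13* gRNAs against the control (40 probes) it was 88 with median centring, 16 without the filter on dim probes, 73 with the slide as a block, 26 with only the 2 groups compared, 25 with an intensity trend and 20 with the row of the slide as a block; of the 73 called with the slide as a block, 10 were among the 40. For *Hottip* gRNAs against *Hoxa13* gRNAs (87 probes) it was 31 without the filter, 133 with the slide as a block (24 shared), 48 on the slide with all 3 groups, and 168 with normexp and quantile normalization. *Hoxa13* gRNA replicates 1 and 2 are alone on their slide, so the slide as a block and the slide with all 3 groups both rest on replicate 3 alone for the comparisons with *Hoxa13* gRNAs. The filter on all 10 arrays called 5, 0 and 0 probes in the 3 comparisons; it tests about 14112 probes and by construction leaves out genes below background in one group, *Hoxa13* and *Hoxa10* included. A minimum log2 difference of 1 changed none of the 3 counts.

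With each array left out in turn, *Hottip* gRNAs against the control gave 41 (without control replicate 2) to 225 (without control replicate 3), *Hoxa13* gRNAs against the control 0 (without control replicate 1 or 2) to 110 (without control replicate 3), and the 2 guide pools 11 (without *Hoxa13* replicate 2) to 114 (without control replicate 3). The share of higher calls also moved with the correction: it was 72.1% (31 higher, 12 lower) for *Hoxa13* gRNAs with normexp against 35% (14 higher, 26 lower), and with the local median subtracted 42.5% (68 higher, 92 lower) against 59.1% for *Hottip* gRNAs and 44.3% (47 higher, 59 lower) against 71.3% for the 2 guide pools.

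The results for single genes held more widely. *Hoxa13* after *Hottip* gRNAs was called in 25 of 26 alternatives, with log2 differences from 7.26 to 9.12, the exception being the filter on all arrays. *Hoxa10* was called in 24 of 26 (2.08 to 3.67). Of the 3 posterior genes 2 were called in 24 of 26 alternatives; with the filter on all arrays it was 0. For the Hoxa genes compared between the 2 guide pools, 2 were called except with the filter on all arrays (0) and on the slide with all 3 groups (1), besides the block below. Anterior Hoxa and Hoxd genes after *Hottip* gRNAs, Hoxa genes after *Hoxa13* gRNAs and pluripotency genes after either pool gave 0 called in all 26 alternatives. Of the gene lists 1 was called (early differentiation after *Hottip* gRNAs); with an estimated correlation it was 0, with median centring 3 and with the local median subtracted 3, and with each array left out it was 1 to 3 (3 without control replicate 3). The additional 2 were the pluripotency lists, higher after *Hoxa13* gRNAs.

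Replicate numbers are shared between the groups, but they did not pair the arrays: the deviations of same-numbered arrays from their group means had correlations across probes from −0.310 to 0.0844, with 0 of 9 pairs over 0.1. With the replicate number as a block (replicate block) 13, 2 and 8 probes were called in the 3 comparisons, 1 of the posterior genes after *Hottip* gRNAs (*Hoxa13*) and 1 of the Hoxa genes between the 2 guide pools.

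Signal over background limits the Hox genes: of the 39 Hox genes of the 4 clusters 11 passed the filter, so a change of the others was not tested with adjustment.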

Differences from the paper's values

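The heat map of Fig 4B shows *Hoxa13* after *Hottip* gRNAs at about 6 on the log2 scale, read by eye by matching its colour to the colour bar, of which this is the end, so the paper's value cannot be read beyond it. Here the log2 difference was 8.47, and the bound was at least 144-fold, against 64-fold for the paper's value. Of the alternatives set before the data were examined, the authors' processed values gave a difference of 8.22 and a bound of at least 70.1-fold, within 1.5 times 64-fold, and the bounds of the others were over 1.5 times it. Since the end of the colour bar is a lower limit, and these bounds are lower limits under their rule, their distance shows neither agreement nor disagreement.

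The paper states that *Hoxa13* rose after *Hoxa13* gRNAs. Here its log2 difference from the control was 0.50 (adjusted p = 0.725 from limma), below background in both groups, and it was not called in any of the 26 alternatives (−0.04 to 1.20, the highest with the authors' processed values). In the authors' processed values both *Hoxa13* probes had an unadjusted p-value under 0.05 from limma. The calls in the alternatives were adjusted over all probes, and adjustment over the list alone was not made in the authors' values. The direction is the paper's, and the distance from the value of Fig 4B, read by eye, is less than the replicate SD, so the difference lies in the call.

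The paper states that *Hoxa11* rose after *Hottip* gRNAs. Here its log2 difference was 1.51, below background in both groups, and 1.02 with the local median subtracted. Over all probes it was tested only without the filter on dim probes, and was not called there (adjusted p = 0.242 from limma). Adjusted over the list of 3 posterior genes alone it was called, but that list holds the genes the paper reports as rising on these arrays. Here too the value is within the replicate SD of that of Fig 4B, read by eye, and the difference lies in the call.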

Other observations

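Of the tests in this part, those of other splits of the arrays and of local brightness at *Hoxa13* were chosen before the results were seen; those of signal scale, detrending, slide row, spot spread and position on the array were chosen after.

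Whether chance groupings of the arrays would call as many probes was tested by refitting other splits. For *Hottip* gRNAs against the control, 2 of 35 splits called as many probes, so chance is not excluded for the count. The other split, which called 239, is the split by row of the slide (*Hottip* replicates 3 and 4 with control replicates 1 and 2 in one row), and with the row as a block 166 probes were called for the real groups, 149 of them among the 164. For *Hoxa13* gRNAs against the control, 1 of 10 splits, the real one, called 40, the next 2; with 3 arrays against 3 chance cannot be excluded. For *Hottip* gRNAs against *Hoxa13* gRNAs, 1 of 35, the real one, called 87, the next 4, so chance is excluded at that level.

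Arrays of the second slide may share a signal by row. The lowest correlation of deviations from the group means between arrays of one row and different groups was −0.111 and the highest between rows 0.0684, so by this comparison a row effect cannot be told apart from other differences. After these values were seen, the difference of the mean correlations (0.157 within a row, −0.139 between rows) was set against all 35 splits of the 8 arrays, and 1 of 35 was as large (exact permutation test, p = 0.0286). *Hoxa13* gRNA replicate 3 did not follow its row (−0.0578 to −0.0145 in its row, −0.0332 to 0.0684 in the other).

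Many called probes lay beside one another on the arrays. Within 5 spots of another probe called in the same direction lay 31 of 67 probes lower after *Hottip* gRNAs (random mean 5.44, permutation p = 0.001 from 1000 random placements, the smallest these can give), 5 of 14 higher (0.226) and 14 of 26 lower (0.813) after *Hoxa13* gRNAs, and 12 of 25 lower (0.753) after *Hottip* compared with *Hoxa13* gRNAs, each with p = 0.001. This fits a bright or dark area on some arrays. For the 97 probes higher after *Hottip* gRNAs it was 19 (11.4, permutation p = 0.058), and for the 62 higher than after *Hoxa13* gRNAs 7 (4.66, permutation p = 0.219), so for these an area effect was not shown. With the local median of the area subtracted 53 of the 97, 46 of the 67, 7 of the 14, 20 of the 26, 37 of the 62 and 10 of the 25 kept their call. Of the 5 largest rises after *Hoxa13* gRNAs 1 kept its call and 4 lost it, whereas after *Hottip* gRNAs 5 of 5 kept it against the control and 5 of 5 against *Hoxa13* gRNAs; of the 5 largest falls, 3 kept it after *Hottip* gRNAs, 3 after *Hoxa13* gRNAs and 2 between the guide pools. After *Hoxa13* gRNAs, *Zfp11* and *Kirrel3* were 7.89 and 7.82 higher (at least 237- and 227-fold) over 2 of 3 arrays without an outlier spot, and 5.92 (adjusted p = 0.136 from limma) and 6.66 (adjusted p = 0.0059) with the local median subtracted. *Zfp11* lost its call in 16 of 26 alternatives and *Kirrel3* in 13 of 26 (adjusted p up to 0.309 and 0.261 from limma). After *Hottip* gRNAs, *Tlx2* was lower by −7.48 on the log2 scale (at least 54.7-fold) against 2 control arrays and by −7.86 with the local median subtracted (adjusted p = 0.000216). It was lower after *Hoxa13* gRNAs as well (−6.85, adjusted p = 0.00216 from limma; −7.19, adjusted p = 0.00164, with the local median subtracted) against the same control arrays, so a difference of the control arrays is not excluded. *Atp7b*, *Slc44a5* and *Wdr64*, lower by −7.15, −6.04 and −6.04, were well above background on 1, 1 and 2 of the 4 *Hottip* gRNA arrays, rest on 1 control array each without an outlier spot and had adjusted p = 0.0456, 0.0457 and 0.156 with the local median subtracted. Between the 2 guide pools, *Olfr77* (−9.57) rests on 1 *Hoxa13* gRNA array and *Flii* (−7.75) on 2, and on the 4 *Hottip* gRNA arrays they were well above background on 1 and 2, with adjusted p = 0.0379 and 0.173 from limma with the local median subtracted.

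The bright genes, pluripotency genes among them, read higher after *Hoxa13* gRNAs under 75th percentile scaling. An array-wide difference in signal scale would raise bright spike-in controls as much, and the 6 bright spike-ins had a median difference of 0.701 (0.618 to 0.868), beside 0.634 for 4773 bright probes and 0.188 for all tested probes. Without *Hoxa13* gRNA replicate 1 these medians were 0.426 for the spike-ins and 0.540 for the bright probes. On replicate 3, 3 of the 6 spike-ins lay above their control means, with a median of 0.202 beside 0.507 for the bright probes. The medians are consistent with a difference of scale and not with a rise of the genes alone, but on replicate 3 the spike-ins rose less than the genes, so other contributions stay open. In the background-subtracted signal without multiplicative detrending the median difference of bright probes was 0.507, and the level of bright probes was 4.48 to 4.78 on the *Hoxa13* gRNA arrays and 3.90 to 4.49 on the control arrays, so whether detrending contributes stays open. Under quantile normalization it was −0.000615. After *Hottip* gRNAs the medians were 0.153 for bright probes and 0.0531 for the spike-ins.

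*Hoxa13* after *Hoxa13* gRNAs was 1.20 and 0.61 higher at its 2 probes in the authors' processed values. The larger local median difference around the 2 spots was 0.00863 in these values, which argues against local brightness there; with a signal below background the rise stays open, since it was 0.50 and 0.28 in the processed signal and 0.18 and 0.17 after subtraction of the local median.

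By its median, the spread of replicate spots was not larger with multiplicative detrending: for 399 probes spotted 10 times on the 8 detrended arrays (1273 pairs of probe and array), the median SD of the spots was 0.311 with it and 0.411 without it, although in 35.7% of the pairs it was larger with detrending.

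The gene lists gave a signal that the paper does not report. The early differentiation list was higher after *Hottip* gRNAs (camera, 11 genes tested, median log2 difference 0.82, 9 of 11 higher, adjusted p = 0.000981), and it held under fry (adjusted p = 0.0187) but not with an estimated correlation (adjusted p = 0.234). Adjusted over the list alone, 6 of 18 genes were called: *Cdx2*, *Gata6*, *T*, *Gsc* and *Krt8* higher and *Sox1* lower. *Gata6* was 1.66 higher (adjusted p = 0.0929 from limma) and *Sox1* 1.76 lower (log2 difference −1.76, adjusted p = 0.121). A hypothesis is that a part of these cells had begun to differentiate or that Hoxa induction changes these genes; the pluripotency lists were not lower after *Hottip* gRNAs (adjusted p = 0.601 and 0.593 from camera). After *Hoxa13* gRNAs both pluripotency lists read higher (adjusted p = 0.0788), and the stress and p53 response list gave adjusted p = 0.776 in both comparisons, with 0 of 11 genes called.

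Of the wider list of 22 pluripotency genes, limma called 0 in either comparison. Adjusted over the list alone 0 were called after *Hoxa13* gRNAs, and 5 had an unadjusted p-value under 0.05.

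The changes after the 2 guide pools correlated across 22823 probes with r = 0.431, where genes are not independent replicates. Both comparisons share the control arrays. Unchanged groups with a shared control, simulated from the shuffled deviations of all 10 arrays, gave a mean r of 0.533 (SD 0.218), with 69 of 100 draws at least as high. The simulation kept outlier spots, which the observed r left out. The observed r is therefore not above the level that a shared control gave in this simulation.

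Of the genes flanking the Hoxa cluster, *Skap2*, *Hibadh* and *Tax1bp1* were not called after *Hottip* gRNAs (log2 differences 0.02, −2.41 and 0.35, adjusted p = 0.999, 0.501 and 0.999 from limma), and *Jazf1* was not well above background on any array. *Psip1*, *Men1*, *Wdr5*, *Actb* and *Hoxc13* were not called in either comparison with the control.

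Outside the Hoxa cluster, *Hoxb9* and *Hoxb13* were 2.15 and 2.07 higher after *Hottip* gRNAs (adjusted p = 0.376 and 0.0987 from limma), neither called; *Hoxb9* was not well above background on any control array (at least 4.41-fold) and *Hoxb13* was on 2 of 3. Leaving out each array in turn moved the difference to between 1.25 and 3.06 for *Hoxb9* and between 1.70 and 2.32 for *Hoxb13*. Compared directly, *Hoxb13* was 3.21 higher after *Hottip* than after *Hoxa13* gRNAs (adjusted p = 0.0235 from limma, at least 6.70-fold, 4 of 4 against 0 of 3 arrays well above background) and was called, over 3 *Hottip* gRNA arrays without an outlier spot, but it lost the call in 12 of 26 alternatives, among them leaving out any of the 3 *Hoxa13* gRNA arrays (adjusted p = 0.0649, 0.103 and 0.0710 for replicates 1, 2 and 3) or *Hottip* replicate 3 or 4 (0.0868 and 0.0983). *Hoxb13* was chosen after its values were seen.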
